A study of Mus musculus with 2 samples. Its data were reported in "p300 suppresses the transition of myelodysplastic syndromes to acute myeloid leukemia" (2021).

How the data were processed

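ChIP-Seq was performed on lineage-negative (Lin–) bone marrow cells of WT mice, a fraction enriched for hematopoietic stem and progenitor cells (HSPCs). Per the labels, Lin– cells had a purity above 80%, and chromatin was sheared by 14 cycles of sonication. For each precipitation, 1 μg of chromatin was incubated with 1.5 μg of an antibody against the transcription factor Myb or with nonspecific rabbit IgG. Sequencing adapters were inserted by Tn5 transposase while the chromatin was still on the beads, followed by 12 cycles of PCR and single-end sequencing. There were 2 samples, the Myb precipitate and the IgG control, with 1 library each. Groups were taken from the sample titles. The analysis used 1 file, the peak list of the Myb library, and the IgG library entered only as the background against which the authors called those peaks.

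The authors trimmed the reads with Cutadapt, aligned them to mm10 with BWA, removed duplicates with Picard, discarded reads of low mapping quality and reads in the mm10 blacklist, and called narrow peaks with MACS2 against the IgG library. Peaks were kept by overlapping calls from pseudo-replicates, which are random subsets of the reads of 1 library and carry no information on biological variation. In the deposited list, the fold enrichment of each peak is a ratio of the Myb pileup at the summit to the local IgG background, as computed by the authors with MACS2. The p-value and q-value of each peak were deposited as −log10 values. The deposited score was equal to 10 times the −log10 p-value, rounded down, in all 25793 rows, and was not used further. A fold enrichment or q-value belongs to its own peak and was used here only to describe, rank or filter peaks within the list.

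Coordinates are those of mm10 (GRCm38) and are given 1-based. Every peak end lay within the length of its chromosome in the GRCm38 reference sequence. Summits were assigned to GENCODE vM21 annotation. A summit within 3 kb of an annotated transcription start site, in either direction, was counted as a promoter peak, after the window in the study's methods. The remaining summits were assigned in the order 5′ UTR, 3′ UTR, exon, intron and intergenic. The study used Ensembl annotation with ChIPseeker, so gene counts need not be identical. For comparison, 100 sets of random positions were drawn from sequenced bases, with the same number per chromosome as the peaks.

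The Myb motif was the consensus YAACKG on either strand, where Y is C or T and K is G or T. It was counted within 50 bp of each summit and, as background, in windows of the same size centered 500 bp upstream and downstream of the summit. The share of summit windows with the motif was divided by the mean share of the 2 flank windows, and the 95% interval of this ratio came from 1000 bootstrap resamples of the peaks. Other backgrounds were random windows outside peaks, matched on promoter status and on GC content in bins of 2%, and summit windows shuffled with their dinucleotide counts kept. The same measure was taken for consensus motifs of another 12 transcription factor families. Shares are given with exact (Clopper-Pearson) 95% intervals. These intervals cover counting error over peaks only, since neighboring peaks and PCR copies are not independent and there was no replicate library. No p-value was computed across peaks, because peaks are not replicates.

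Read depth is not given in the peak list, so the reads behind each peak were recovered from the fold enrichment and p-value together. MACS2 defines fold enrichment as (pileup + 1)/(background + 1) and takes the p-value from the Poisson distribution with the background as its mean. A single scale of 0.769 for the Myb pileup gave whole reads in 100% of the rows. When the fold enrichment was moved by a small random amount, 0.772% of the rows still gave whole reads. Backgrounds below the genome-wide value were excluded. After that, more than 1 read number still came close in 2.22% of the rows, and the closest match was used. The tolerance for this count was wider than the 0.001 used to call a match. Intervals on read numbers are exact Poisson 95% intervals.

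The rule for the genes and peaks named in the report was fixed before the data were examined. It takes the 10 peaks with the highest fold enrichment, each with the gene of the nearest start site, and 26 genes taken from the study's text (Myb, the Hoxb genes, Dntt, Notch1, Ep300, Tet2, Asxl1, Srsf2, Spi1, Gata1, Gata2, Tal1, Irf8, Cebpa, Runx1, Ets1 and Nfkb1), each with the peaks inside it or within 3 kb of it. The text gives some of these only as a family or a cluster, and Gata1, Cebpa, Ets1, Nfkb1 and the single Hoxb genes were picked here to stand for them. Xist and the pairs of genes shared by X and Y, named in the closing section, were chosen after the data had been seen. Of the 10 peaks, 1 is not reported here by name or position. Alternatives covered a −log10 q-value of at least 2 or 5, promoter windows of 1 kb and 500 bp, protein-coding start sites alone, other forms of the motif, windows of 25 and 100 bp, the other backgrounds, and limits on the distance to the nearest gene. A filter at a q-value of at most 0.05 was added after the data had been seen.

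The read recovery, the summit to flank ratio and the assignment to start sites were tested on simulated data. The read recovery returned the simulated reads in 100% of 4817 simulated peaks. It was given the scale and the genome-wide background used to simulate them, so the search for these 2 values was not tested. With the Myb motif planted in 0%, 5% and 10% of 5000 summit windows, the 95% intervals of the ratio held the true value in 94%, 96% and 96% of 100 simulations. Simulated summit and flank windows were independent random windows of the genome. Dependence between neighboring peaks, or between a summit and its flanks, was therefore not covered. Distances to the nearest start site were equal to a full search for 100% of 2000 simulated summits. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.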

Results

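Myb target genes in normal progenitors were needed in the study to ask how many of the expression changes that follow p300 loss in *Tet2*-null HSPCs fall on genes bound by Myb. Binding was measured by ChIP-Seq of Myb in WT Lin– bone marrow cells, with an IgG precipitate of the same cell type as the background. There was 1 library of each kind and no replicate, so the values below describe this Myb library and carry no estimate of the variation between mice.

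The deposited list held 25793 Myb peaks. Fold enrichment over the IgG background, as computed by the authors, ranged from 1.79 to 30.9 around a median of 4.51, with quartiles of 3.73 and 5.95. The median −log10 q-value was 4.44, with a range from 0.0554 to 98.1. Peaks were 195 to 11645 bp wide, with a median of 577 bp, and covered 18.9 Mb, or 0.712% of the sequenced genome. The number of peaks was sensitive to the threshold, and a −log10 q-value of at least 5 left 11128 peaks. The q-value was above 0.05 in 1867 rows, which is 7.24% of the list (95% interval, 6.93% to 7.56%). The remaining 23926 rows had a q-value of at most 0.05.

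The reads behind each peak set the precision of its fold enrichment. Recovered from the deposited values, the median summit was covered by 18 Myb reads, with quartiles of 14 and 24 and a range from 7 to 130. Fewer than 20 reads covered 56.1% of the summits. The Myb pileup had been scaled by 0.769 to the depth of the IgG library. The lowest background that many peaks shared was 1.46 reads, and it applied to 12.4% of the peaks. A peak with 12 reads over that background had a fold enrichment of 4.15, and 392 peaks shared this value with the same p-value. Fold enrichments near the median therefore rested on few reads and were not ranked against each other.

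To locate Myb binding relative to genes, each summit was assigned to the annotation. Promoters held 14845 summits, or 57.6% (56.9% to 58.2%), whereas random positions fell in promoters in 16.3% of cases on average over 100 sets, from 15.5% to 16.7%. The promoter share was 3.54 times the random share. This share depended most on the width of the promoter window, and at 500 bp it was 31.9% against 3.45% at random. Introns held 6163 summits, or 23.9% (23.4% to 24.4%), against 34.9% at random. Intergenic sequence held 4313 summits, or 16.7% (16.3% to 17.2%), against 46.5% at random. Exons outside UTRs held 216 summits, 3′ UTRs 251 and 5′ UTRs 5. Among the peaks outside promoters, the median distance to the nearest start site was 10.4 kb, and 118 peaks lay more than 100 kb from any start site. Peaks wider than 2 kb numbered 867, and 82.7% of them were at promoters.

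**Figure D1:**
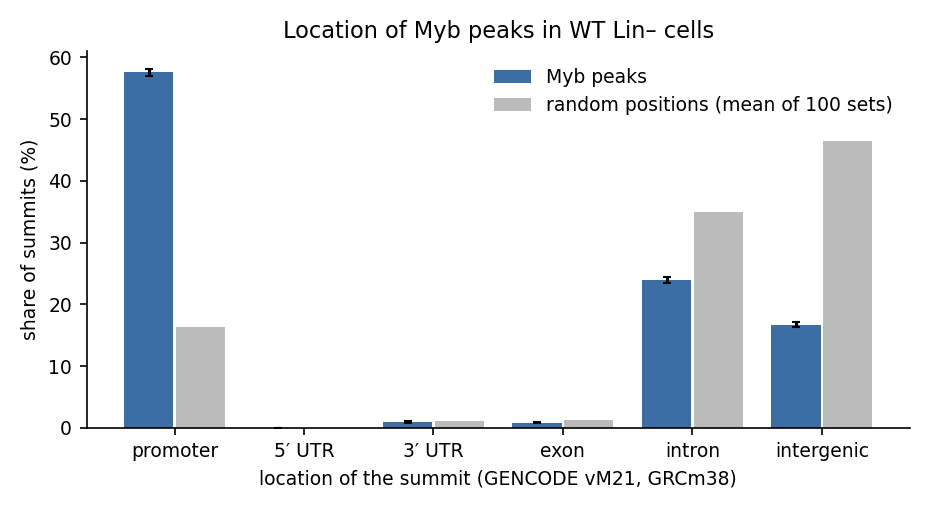
Share of Myb peak summits (percent, blue bars, with exact 95% intervals) and of random positions (percent, gray bars, mean of 100 sets) in each class of annotation. Promoters held 57.6% of the summits and 16.3% of the random positions, and intergenic sequence held 16.7% and 46.5%.

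With the promoter window of 3 kb, the median fold enrichment of promoter peaks did not differ detectably from that of the others. The median was 4.54 at promoters, 4.47 in introns and 4.63 in intergenic sequence. The difference between the medians of promoter peaks and all other peaks was 0.0577, and its 95% interval, from −0.00295 to 0.118, included 0. The direction depended on the setting. Among peaks with a −log10 q-value of at least 5 the difference was −0.148 (−0.250 to −0.0604), and with a promoter window of 1 kb it was 0.207 (0.169 to 0.226). With strength taken as the −log10 q-value, promoter peaks were higher by 0.449 (0.203 to 0.555).

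Genes bound by Myb were counted by promoter and by proximity. A promoter peak was found at 12107 of the 55413 annotated genes, and at 8758 of the 21938 protein-coding genes, or 39.9%. Assigning each peak to the gene with the nearest start site gave 13062 genes, or 10009 when only protein-coding genes were considered. With a −log10 q-value of at least 5, the number of genes fell to 7317 by promoter and to 7713 by proximity.

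To ask whether the recognition sequence of Myb lay under the summits, the motif YAACKG was counted within 50 bp of each summit. It was present at 4297 summits, or 16.7% (16.2% to 17.1%), against 10.5% in the flanks of the same peaks. The summit share was 1.59 times the flank share (1.53 to 1.65). The choice of background moved this ratio most, to 1.75 (1.67 to 1.84) with matched random windows and to 1.20 (1.15 to 1.25) with shuffled summit windows. The ratio was above 1 with each background and closest to 1 when the dinucleotide composition of the summits was kept.

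Outside promoters the motif was present at 19.4% of the summits (18.6% to 20.1%) and in 10.9% of the flanks, a ratio of 1.78 (1.69 to 1.88). At promoters the shares were 14.7% (14.1% to 15.2%) and 10.2%, a ratio of 1.44 (1.37 to 1.51). The intervals of the 2 ratios did not overlap. Against shuffled windows the ratios were 1.33 (1.26 to 1.41) outside promoters and 1.09 (1.04 to 1.15) at promoters.

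**Figure D2:**
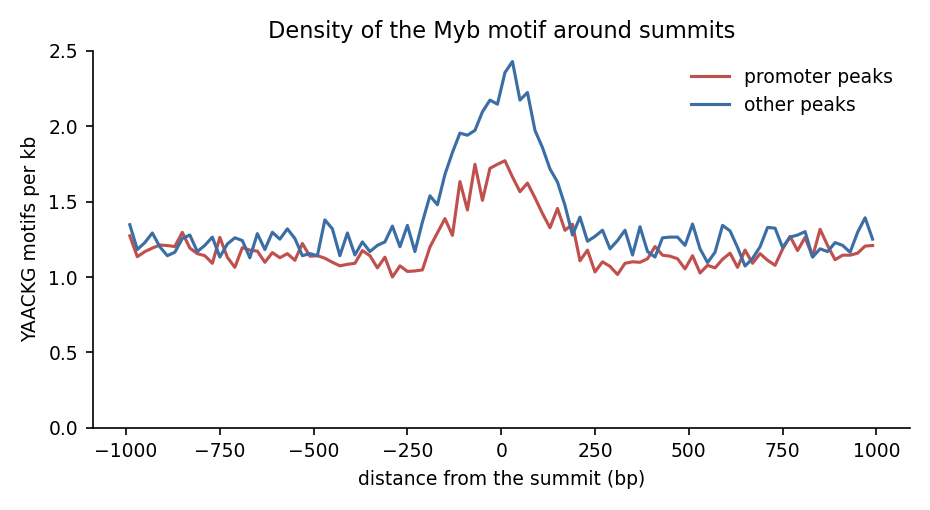
Number of YAACKG motifs per kb (y axis) by distance from the summit in bp (x axis), in bins of 20 bp, for promoter peaks (red) and all other peaks (blue). Both lines rise around the summit, and the blue line rises higher. Within 50 bp of the summit, 19.4% of the peaks outside promoters and 14.7% of those at promoters held the motif.

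The motif share rose with peak strength. Peaks were split at the quartiles of fold enrichment into 4 groups. In the lowest group, 13.7% (12.9% to 14.5%) of the summits held the motif. The share was 14.9% (14.0% to 15.8%) and 16.3% (15.4% to 17.2%) in the middle groups and 21.8% (20.8% to 22.8%) in the highest group. The flank share stayed between 10.3% and 10.8% in the 4 groups. The ratio of summit to flank was 1.32 (1.21 to 1.43) in the lowest group and 2.10 (1.96 to 2.26) in the highest. The share of promoter peaks differed little among the groups, from 56.3% to 58.8%.

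**Figure D3:**
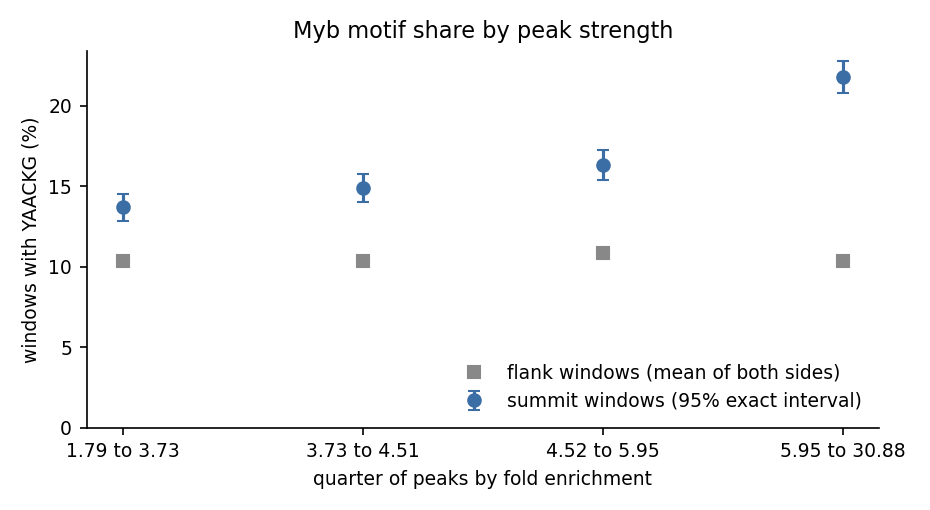
Share of windows with YAACKG (percent) in 4 groups of peaks split at the quartiles of fold enrichment, at summits (blue circles, with exact 95% intervals) and in flanks (gray squares). The summit share rises from 13.7% to 21.8%, while the flank share stays between 10.3% and 10.8%.

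Motifs of other transcription factor families were counted in the same way, to see which motifs shared these sites. The consensus motifs differ in strictness, and their flank shares ran from 0.0814% for CTCF to 10.6% for the TAL1 E-box. The ratio depends on that strictness as well as on enrichment, so a rank by it does not compare how many sites each factor occupies. By the ratio of summit to flank, Myb ranked 5 among the 13 families. Ahead of it were CTCF, with 3.24 (2.22 to 4.75), NRF1, with 2.03 (1.61 to 2.55), ETS, with 1.72 (1.64 to 1.82), and CEBP, with 1.63 (1.52 to 1.73). The CTCF and NRF1 motifs were rare and occurred at 68 and 135 summits. For NRF1, 130 of these were at promoters, where the ratio was 2.22 (1.77 to 2.93), and the 5 elsewhere gave 0.625 (0.125 to 1.60). Against flanks, the interval of CTCF lay above that of Myb, although among peaks with a −log10 q-value of at least 5 it was 1.08 to 4.31 and overlapped that of Myb, 1.77 to 1.97. The intervals also overlapped in the window of 25 bp, at 1.30 to 4.13 for CTCF and 1.60 to 1.78 for Myb. Within 50 bp, the intervals of NRF1, ETS, CEBP and GATA, with 1.57 (1.51 to 1.64), overlapped that of Myb, so their order against flanks was not resolved. In the window of 100 bp, NRF1, with 2.27 (1.96 to 2.66), and ETS, with 1.68 (1.63 to 1.74), lay above Myb, with 1.49 (1.45 to 1.53). The intervals of CEBP and GATA still overlapped that of Myb in this window. The rank of Myb was most sensitive to the background, and against shuffled windows it was 9. There the intervals of CTCF, from 7.82 to 70.7, NRF1, with 4.82 (3.31 to 7.67), IRF, with 2.11 (1.81 to 2.54), ETS, with 1.84 (1.73 to 1.96), GATA, with 1.79 (1.70 to 1.88), RUNX, with 1.69 (1.58 to 1.79), and the TAL1 E-box, with 1.36 (1.29 to 1.41), lay above that of Myb, 1.15 to 1.25, and that of SP/KLF, with 1.31 (1.23 to 1.39), overlapped it. Against the same windows the ratio of CEBP was 1.01 (0.947 to 1.09), which includes 1. Against flanks, RUNX had a ratio of 1.41 (1.35 to 1.48), the TAL1 E-box 1.34 (1.29 to 1.39), AP-1 1.23 (1.11 to 1.38), IRF 1.15 (1.01 to 1.304) and SP/KLF 1.10 (1.04 to 1.16), with intervals below that of Myb, so RUNX, the TAL1 E-box and IRF changed sides of Myb with the background. Against matched windows IRF was at 1.63 (1.40 to 1.88). SP/KLF fell below 1 in the window of 25 bp, where its interval and that of IRF included 1. Against shuffled windows the interval of AP-1, from 0.994 to 1.28, also included 1. For NF-κB, with 1.08 (0.946 to 1.22), and NFY, with an interval of 0.959 to 1.14, the ratio to flanks over all peaks was not distinguishable from 1. Split by location, NFY was at 1.16 (1.04 to 1.30) at promoters and at 0.908 (0.789 to 1.04) elsewhere. These calls changed with the setting. Against shuffled windows NF-κB was at 0.833 (0.718 to 0.968) and NFY at 0.751 (0.682 to 0.821), against matched windows NFY was at 0.784 (0.714 to 0.854), and in the window of 100 bp NF-κB was at 1.19 (1.09 to 1.299) and NFY at 1.09 (1.03 to 1.15).

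Of the 10 peaks with the highest fold enrichment, 6 were at promoters. The highest was at chromosome 17, 27554655 to 27556979, with a summit 440 bp from a start site of Hmga1, a fold enrichment of 30.9 and 103 reads (84.1 to 124.9). It was followed by a peak at chromosome 19, 37434237 to 37437181, 957 bp from a start site of Hhex, with 30.0-fold enrichment and 106 reads (86.8 to 128.2). The peak with the highest −log10 q-value, 98.1, was at chromosome 7, 127027021 to 127028470, 390 bp from a start site of Maz, with 28.0-fold enrichment. The other promoter peaks were nearest to AC102342.1 (28.5-fold), 0610039K10Rik (26.2-fold) and Hist1h2bg (25.4-fold). Intronic peaks lay at chromosome 3, 137968199 to 137970573, nearest to Dapp1 (26.6-fold), and at chromosome 12, 82225296 to 82226740, nearest to Sipa1l1 (26.4-fold). An intergenic peak was nearest to Gm41504 (25.5-fold), at a distance of 15431 bp. The read intervals of these 10 peaks overlapped, so their order is approximate. The window of 50 bp around the summit held a Myb motif in 7 of the 10.

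Of 26 genes chosen beforehand from the names, families and gene cluster in the study's text, 18 had at least 1 peak inside them or within 3 kb. The number was 23 within 10 kb and 25 within 50 kb. The Myb gene itself, on the reverse strand of chromosome 10 from 21124935 to 21160984, had 14 peaks, of which 2 had a q-value above 0.05. The strongest, at 21145680 to 21147313, lay 174 bp from an annotated transcript start inside the gene, had a fold enrichment of 14.6 with 47 reads (34.5 to 62.5), and held a Myb motif at its summit. The others had fold enrichments from 2.94 to 6.23. A Myb motif was present at 5 of the 14 summits. In the Hoxb cluster, Hoxb4 and Hoxb9 had 1 peak each, with fold enrichments of 5.67 and 4.47 on 17 and 13 reads, and the other 8 Hoxb genes had none listed within 3 kb. The start site nearest to the Hoxb9 peak was that of Hoxb8. Within 10 kb, Hoxb3, Hoxb5, Hoxb6, Hoxb7 and Hoxb8 also had a peak.

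**Figure D4:**
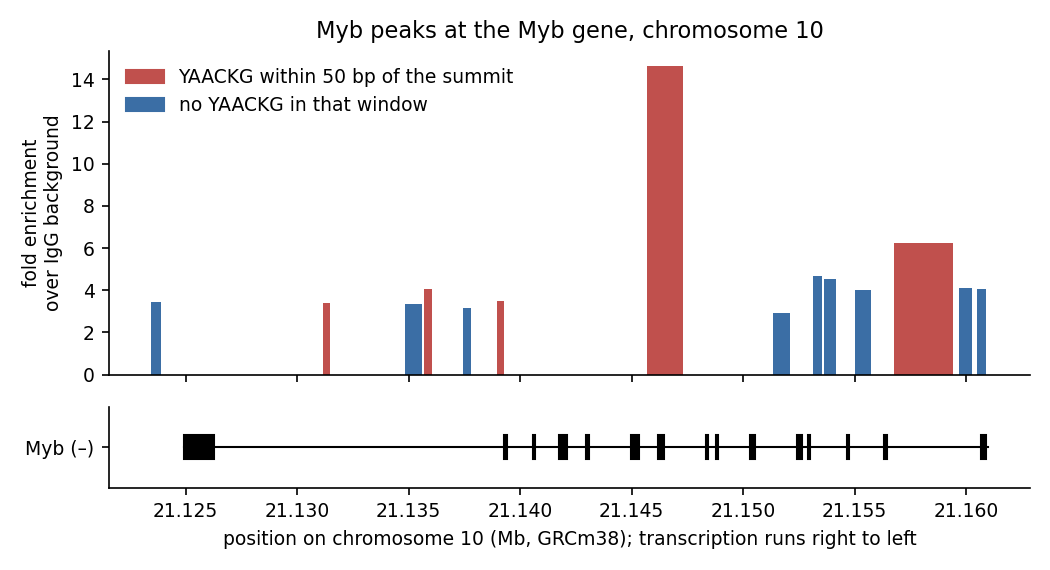
Fold enrichment over the IgG background (y axis) of the 14 peaks at the Myb gene, drawn to scale by position on chromosome 10 in Mb, with the exons of its longest protein-coding transcript below. The peak at 21145680 to 21147313 reaches 14.6, and the others lie between 2.94 and 6.23. Red bars mark the 5 peaks with YAACKG at the summit.

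Runx1 had 16 peaks, the most among these genes. The strongest, in an intron at chromosome 16, 92714766 to 92716681, had a fold enrichment of 20.2 with 130 reads (108.6 to 154.4), the highest read number in the list. Notch1 had 2 peaks, both intronic, and the stronger one, at chromosome 2, 26512756 to 26514033, had a fold enrichment of 14.95 with 57 reads (43.2 to 73.9). Dntt had 4 peaks with fold enrichments up to 5.46. At Srsf2 the strongest of 4 peaks, at chromosome 11, 116852498 to 116854436, had a fold enrichment of 17.7, and its nearest start site was that of the neighboring gene Mfsd11. At Spi1 the strongest of 3 peaks had a fold enrichment of 14.8. Ep300 had 2 peaks, the stronger at its promoter with 7.90-fold enrichment and 25 reads (16.2 to 36.9). Tet2 had 1 peak, with 3.52-fold enrichment and 17 reads (9.90 to 27.2). Asxl1 had 6 peaks, Gata2 7, Tal1 5, Nfkb1 5, Ets1 3, Gata1 2, Irf8 1 and Cebpa 1, with fold enrichments up to 9.68. Across the 18 genes, 6 of the 78 peaks had a q-value above 0.05.

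The density of peaks was compared among chromosomes. Autosomes had a median of 10.5 peaks per Mb, from 6.98 to 18.3. Chromosome X had 376 peaks, or 2.30 per Mb, which is 21.8% (19.7% to 24.1%) of the autosomal median. Relative to gene content, X had 39.7 peaks per 100 protein-coding genes, against an autosomal median of 129.8 and a lowest autosomal value of 74.8. A promoter peak was found at 14.98% (12.8% to 17.4%) of the protein-coding genes on X. Among autosomes this share ranged from 32.7% to 50.9%. The median fold enrichment on X, 4.55, was within the autosomal range of 4.47 to 4.62, while the median −log10 q-value, 3.62, was below the autosomal range of 4.11 to 4.67. Chromosome Y had 3 peaks.

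**Figure D5:**
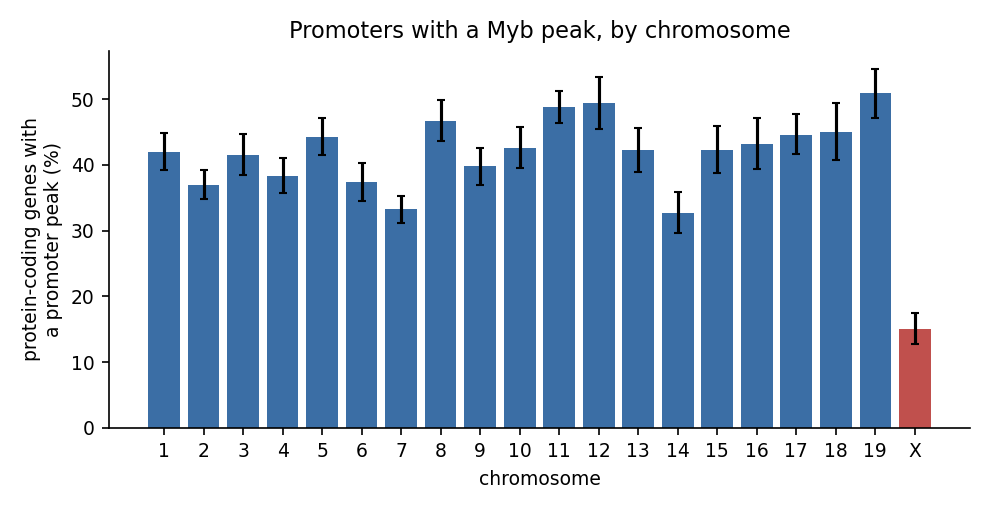
Share of protein-coding genes with a Myb peak at a promoter (percent, with exact 95% intervals) for each autosome (blue) and chromosome X (red). X, at 14.98%, lies below every autosome, the lowest of which is at 32.7%.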

Values the study reported

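The study stated that 350 of the genes differentially expressed between p300-deficient and p300-proficient *Tet2*-null HSPCs were Myb targets in this ChIP-Seq experiment. Of those 350 genes, the study reported that 303 were downregulated. It listed 2974 Myb targets in all.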

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

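Each result was recomputed with 1 choice changed at a time. The filter at a q-value of at most 0.05 was chosen after seeing the data. Merging overlapping peaks tested nothing, since no rows overlap.

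With a −log10 q-value of at least 5, 11128 peaks were left, with 59.1% at promoters, 7317 genes with a promoter peak and 7713 nearest genes. The summit to flank ratio of the Myb motif was then 1.87 over all peaks, 2.35 in the highest and 1.55 in the lowest of the 4 groups by fold enrichment, 1.62 at promoters and 2.21 elsewhere. The Myb motif ranked 4 among the families. The difference in median fold enrichment between promoter peaks and others was −0.148 (−0.250 to −0.0604) in place of a difference that included 0. Fewer and stronger peaks are the construction of this filter. With a −log10 q-value of at least 2, or a q-value of at most 0.05, these results stayed within their intervals or within 1.5 times their counts, except that the Myb motif ranked 6 with a q-value of at most 0.05.

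The promoter share was 41.6% within 1 kb and 31.9% within 500 bp, and 51.4% with protein-coding start sites alone, which follows from fewer bases counted as promoter. It was 59.2% when any base of the peak could lie in the window. With the window of 1 kb the difference in median fold enrichment was 0.207 (0.169 to 0.226), and with strength taken as the −log10 q-value it was 0.449 (0.203 to 0.555) on that scale. Both exclude 0, unlike the reported difference, and the cause was not tested.

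With AACNG the ratio was 1.26 over all peaks, 1.41 in the highest and 1.17 in the lowest group, 1.19 at promoters and 1.35 elsewhere. With YAACNG it was 1.45 over all peaks, 1.77 in the highest group, 1.34 at promoters and 1.59 elsewhere. These looser motifs were more frequent in flanks, at 20.5% for YAACNG and 43.1% for AACNG, against 10.5% for YAACKG. Matches that are as frequent in flanks as at summits pull the ratio toward 1. Whether this is the whole cause of the lower ratios was not tested. A window of 25 bp gave 1.69 over all peaks, 2.26 in the highest group, 1.55 at promoters and rank 4 for Myb. A window of 100 bp gave 1.49 over all peaks, 1.90 in the highest group and 1.62 elsewhere. Matched random windows gave a ratio of 1.75 and rank 4, and shuffled summit windows 1.20 and rank 9. The cause of the changes in rank was not tested. Under every one of these settings the Myb ratio stayed above 1, and the highest group stayed above the lowest wherever both were computed.

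On X, peaks per 100 protein-coding genes were 30.6% of the autosomal median, in place of 21.8% for peaks per Mb, since X has fewer genes per Mb. Of the 84 values for single families, 53 stayed within the interval, 30 moved (20 higher, 10 lower) and 1 reversed. The SP/KLF ratio was 0.971 in the window of 25 bp, with an interval of 0.896 to 1.04 that includes 1, and the cause was not tested.

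Depth limits the single peaks, and its effect on the shares was not tested. At the median of 18 reads per summit, a fold enrichment cannot be ranked within the middle of the list.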

Other observations

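The tests of the read numbers behind tied values and of male cells were chosen after the result was seen. The other tests below were fixed before their results were known. The design has 1 antibody against 1 control in 1 genotype, so no biological explanation was tested by a comparison of groups.

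Fold enrichments repeated across unrelated peaks: 96.5% of the rows shared both fold enrichment and p-value with at least 1 other row, and only 2515 distinct pairs occurred. One scale for the Myb reads explained 100% of the rows as whole reads, against 0.772% after small random shifts, so the ties are consistent with low read numbers. The recovered backgrounds fell on a grid. Away from the lowest value, 100% of them were whole reads or multiples of what 1 IgG read adds in a window of 1 or 10 kb for an extension length of 195 bp. The next best of 301 lengths, 130 bp, covered 85.6%. The narrowest deposited peak was also 195 bp wide. If MACS2's preset genome size for mouse was used, which was not tested, the lowest background of 1.46 reads corresponds to 14.0 M IgG reads and 18.2 M Myb reads.

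The number of genes nearest to a Myb peak here was 13062. That is higher than the number of Myb targets quoted from the study above. With a −log10 q-value of at least 5 the number was still 7713, so a filter at that level does not explain the gap, and how the study passed from peaks to targets was not tested.

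The deposited list reached beyond the q-value the methods name. In 1867 rows the q-value was above 0.05, up to 0.880, while the largest p-value was 0.00883. The rank in the peak names ran to 43406, of which 59.4% were present. Of the first 5000 ranks 99.9% were present, and of ranks 40001 to 43406 11.9%. A candidate explanation is a list called at a loose p-value and thinned by the overlap of pseudo-replicates, which was not tested. If the rows with a q-value above 0.05 had no Myb bound, their summits would hold the motif as often as background. The ratio to flanks was 1.32 (1.14 to 1.52) and the ratio to matched windows 1.23 (1.03 to 1.47), but the ratio to shuffled summit windows was 1.00 (0.855 to 1.18). Base composition alone could give the excess over flanks, so bound sites and noise cannot be told apart in these rows.

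The excess of the Myb motif at summits was weighed against sequence explanations. The ratio of 1.20 (1.15 to 1.25) to shuffled windows cannot decide whether base composition is the whole cause, because flank windows were not shuffled. Without enrichment over flanks this ratio need not be 1. The 6-mer TACATA had a ratio of 0.679 to flanks and 1.63 to shuffled windows, and ATTGCG the reverse, 1.88 and 0.742. GC content as the whole cause is argued against by the ratio of 1.75 (1.67 to 1.84) to random windows matched on it. Shuffled summits held the motif at 13.9%, against 10.5% in flanks and 9.51% in the matched random windows. Neither the flanks nor the matched windows were shuffled, so the part of the excess due to composition cannot be read from these shares. At the 12119 summits without a consensus match of any of the 12 other families, the ratio was 1.46 (1.39 to 1.55). Company of those consensus matches is thus argued against as the whole cause. Open chromatin itself is not excluded, because each family was searched by a single consensus and no open regions without a Myb peak were examined. Base composition was not held fixed in that test. Among all 6-mers ranked by summit to flank ratio, the 4 instances of YAACKG had a median percentile of 98.8, and 89.5 against shuffled windows. Ranks 1 and 2 against flanks were CCGTTA, with a ratio of 2.43, and CAACGG, with 2.27, both instances of the Myb motif. Those with a T before the final G, CAACTG and CAGTTA, ranked 48 and 155. Against shuffled windows the ranks were 4 for CCGTTA, 363 for CAACGG, 673 for CAACTG and 76 for CAGTTA, so the high rank of CAACGG and CAACTG was not kept when base composition was held fixed. Direct binding of Myb at part of the peaks is a hypothesis that these values leave standing. Most summits held no YAACKG, and whether Myb is held there by other proteins was not tested.

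Summits avoided repeats. Soft-masked sequence made up at least 50% of the summit window in 6.12% (5.83% to 6.42%) of the peaks, against 29.2% at random positions. The filter on mapping quality by the authors removes reads in repeats and was not separated from binding.

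Few peaks lay on chromosome X. Fewer genes as the whole cause is argued against by the 39.7 peaks per 100 protein-coding genes, below the lowest autosome at 74.8. More genes without an active promoter is argued against as the whole cause by CpG-rich promoters, which are in use in most tissues. On X 34.7% (28.5% to 41.3%) of the genes with such a promoter had a peak, against 56.9% on the lowest autosome. This gene content may still contribute, because 23.7% of the protein-coding genes on X had a CpG-rich promoter, against 33.3% on the lowest autosome. For a lower density of reads on X, the signs fixed beforehand were present, but they carry little weight. A peak at 14.98% of protein-coding promoters, below every autosome, restates the pattern. The median summit on X had 16 reads, against 17 to 19 on autosomes, and reads at called summits depend on the threshold of the call. The separate test was the background. The IgG background sat at its genome-wide minimum for 44.7% (39.6% to 49.9%) of the X peaks, against 6.41% to 19.0% on autosomes. This is consistent with fewer IgG reads around X peaks. For the Myb library reads were recovered at called summits only, and reads per chromosome were not measured.

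What would lower the reads on X stays open. Male cells alone, with 1 copy of X, would not be expected to have a peak at the start of Xist, which is transcribed from the inactive X. A peak was listed there at chromosome X, 103482031 to 103483627, with a fold enrichment of 7.07 on 26 reads. In 6 pairs of genes shared by X and Y, chosen after the values were seen, each of the X partners (Ddx3x, Eif2s3x, Kdm5c, Kdm6a, Usp9x and Zfx) had a promoter peak and 0 of the Y partners did. All 3 peaks on Y lay within 1.01 Mb of its end. Absence from a peak list excludes nothing. The study's methods say that mice of both sexes were used, without saying which gave this library, and a pool of both sexes could give the same values. Male cells, lower mappability and other sources of low read density cannot be told apart here. Silencing of 1 X copy in female cells remains untested.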
